A study of Mus musculus with 8 samples. Its data were reported in "Replication collisions induced by de-repressed S-phase transcription are connected with malignant transformation of adult stem cells" (2022).

How the data were processed

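DNA-RNA immunoprecipitation sequencing (DRIP-seq) was performed on mouse muscle stem cells (MuSCs) of control mice (Ctrl) and of mice in which Kmt5b, the gene of a histone H4 lysine 20 dimethyltransferase also called Suv420h1, was inactivated in these cells (Kmt5b sKO). The S9.6 antibody binds RNA:DNA hybrids and pulls down the DNA of R-loops, in which a transcript pairs with one DNA strand and displaces the other. The groups were taken from the sample labels. There were 3 S9.6 libraries of each genotype, and 1 input library of each genotype, which had no values used here.

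The authors aligned the reads to the mm10 (GRCm38) mouse genome with STAR, kept unique alignments, removed duplicates with Picard and called peaks against input with Epic2. They removed blacklisted regions, unified the peaks of all samples into union peaks and summed the signal over each union peak. The score deposited by the authors was scaled by the reads of each library that mapped to the genome of Drosophila cells added as a spike-in, and rounded to whole numbers. The values are therefore normalized scores and were not treated as read counts. The spike-in read numbers were not used here, so the scale of one library relative to another could not be recomputed. In the study's reporting summary each Kmt5b sKO S9.6 library had fewer uniquely mapped reads than each Ctrl S9.6 library. Depth therefore differed with genotype, and its effect on the scores was not tested. A score is a sum over its peak and grew with peak length (Spearman rho of 0.97 across peaks, which are not independent replicates). In the authors' table each peak carried the gene with the longest overlap and the distance of the peak centre to its transcription start site (TSS), a column of base pairs.

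The table held 28265 union peaks, 27837 on autosomes, 399 on X and 29 on Y. Peak starts were multiples of 200 bp and coordinates are printed as the table gives them, so a start may lie 1 base before the first base a genome browser shows. Each peak lay inside its chromosome in the GRCm38 reference sequence, from which GC content and the share of soft-masked (repeat) bases were computed. Of 8490 gene identifiers in the table, 8483 were found in the GENCODE vM21 annotation.

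Autosomal peaks with a mean score over 30 across the 6 libraries were tested, which left 25815. The test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(score + 1), with genotype as the term, two-sided, and Benjamini-Hochberg adjustment over the tested peaks. A peak was called at an adjusted p under 0.1 and a fold change over 1.5 in either direction, the thresholds of the study. A fold change is on the log2(score + 1) scale and understates the change of low peaks. The limma prior degrees of freedom were infinite, so the variance of each peak came from the trend with score and not from its own replicates. The fit was tested on simulated data. Of 200 changed peaks among 25815 simulated peaks, 179 (89.5%) were called, and 16 unchanged peaks were called. With no peak changed, 0 of 25815 were called. The simulated noise was independent between peaks and its spread followed the trend with score, as the fit assumes. Few peaks were changed, in both directions, with no shift shared by most peaks. The simulation therefore does not test these assumptions or the rate of false calls in the real data.

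A peak lay in a gene body when its centre was inside the annotated gene and over 1 kb from the TSS, and was intergenic when the table gave no gene. Locations were compared with Fisher's exact test, two-sided, against the tested peaks that were not gained. Wilson intervals at 95% treat peaks as independent and cover counting error only. Values of single libraries were compared with exact permutation tests, two-sided, for which 3 libraries against 3 give no p under 0.1. Gene lengths were compared with a permutation test of the difference in median log10 length (100000 resamples). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

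The thresholds, tests, gene list and rule for naming peaks were fixed before the data were examined. The rule took any Kmt5b peak, then the 5 largest gains and 5 largest losses among called peaks whose 3 libraries of one genotype all lay above the other 3, then the called peak with the largest change in each gene of the study's cancer gene list, with the 5 smallest adjusted p in full. The other genes of that list are reported only in the counts over the list. The alternatives were other pseudocounts, level filters and thresholds, other scalings of the libraries, other variance models, a replicate block, the inclusion of X and Y, another annotation and leaving out each library in turn. The annotation by GENCODE, the fold changes relative to their median, the variance of each peak alone, the score per kb, the level filter on the mean signal, the restriction to protein-coding genes, the length strata and the class of peaks with a high score per kb were chosen after seeing the data. A count model was not run because the values are scores, and the comparisons with input were not analysed here. The peak table gives scores and not the reads behind each score, so no interval for a single score is given. A list of 28 contractile genes was written for the closing tests.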

Results

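To locate R-loops in MuSCs with and without Kmt5b, S9.6 signal was measured over 28265 union peaks in 3 Ctrl and 3 Kmt5b sKO libraries. Union peaks had a median length of 2200 bp and ranged from 200 to 145000 bp. The summed score over all peaks was 3909655, 4729631 and 3893768 in Ctrl replicates 1 to 3, and 4699599, 4930261 and 4781207 in the 3 Kmt5b sKO replicates. Spearman rank correlations across autosomal peaks ranged from 0.93 to 0.95 between Ctrl replicates, from 0.88 to 0.89 between Kmt5b sKO replicates and from 0.82 to 0.88 between genotypes. Peaks are not independent replicates.

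The targeted gene carried 1 union peak, at chr19:3805200-3815599 (mm10), inside the Kmt5b gene body (ENSMUSG00000045098) and overlapping 3 of its merged exons. Its score was 497 ± 140 (SD, n = 3) in Ctrl and 458 ± 23.2 (SD, n = 3) in Kmt5b sKO. The fitted log2 fold change was −0.08 with a standard error of 0.14, and the limma adjusted p was 0.68. The peak was not called. Ctrl replicate 2 had a score of 658 against 412 and 420 in the other Ctrl libraries, and without it the log2 fold change was 0.14. After centring each library on its median peak it was −0.54 (limma adjusted p = 7.7e-07), short of the fold change threshold, against adjusted p from 0.31 to 0.83 under the other alternatives. R-loop signal at the locus is not a measure of Kmt5b expression, so these values do not check the genotype labels.

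To ask whether S9.6 signal differed between genotypes under the spike-in scaling, the mean score over autosomal union peaks was compared. It was 148 ± 16.9 (SD, n = 3) in Ctrl and 170 ± 4.16 (SD, n = 3) in Kmt5b sKO, a ratio of 1.15 (exact permutation p = 0.2, two-sided). The smallest p this design allows is 0.1. Ctrl replicate 2, at 168, lay above Kmt5b sKO replicate 1, at 167. The median score over the same peaks was 59.0 ± 5.20 (SD, n = 3) in Ctrl and 82.3 ± 1.53 (SD, n = 3) in Kmt5b sKO, a ratio of 1.40 with complete separation of the libraries (exact permutation p = 0.1). With peaks weighted by their length the ratio was 1.00. The median fitted log2 fold change over tested peaks was 0.35 (exact permutation p = 0.1 over the 10 splits of the libraries), with quartiles of 0.05 and 0.76, and 78.7% of tested peaks had a positive fold change.

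Of 25815 tested peaks, limma called 8484 higher and 228 lower in Kmt5b sKO at an adjusted p under 0.1 and a fold change over 1.5. Higher peaks were 32.9% of tested peaks and 97.4% of calls. The 3 libraries of each genotype were fully separated in 7723 of the higher peaks (91.0%) and in 186 of the lower peaks (81.6%). Over all tested peaks 45.3% were separated, 10722 of them with Kmt5b sKO higher and 984 with it lower. Chance gives 10% only without a shift shared by most peaks, so the excess is not evidence for single peaks. The median log2 fold change was 0.95 among higher peaks and −0.70 among lower peaks. Leaving out Ctrl replicate 2 changed the number of lower peaks most among the single libraries, to 81, of which 77 were also called with all libraries.

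**Figure D1:**
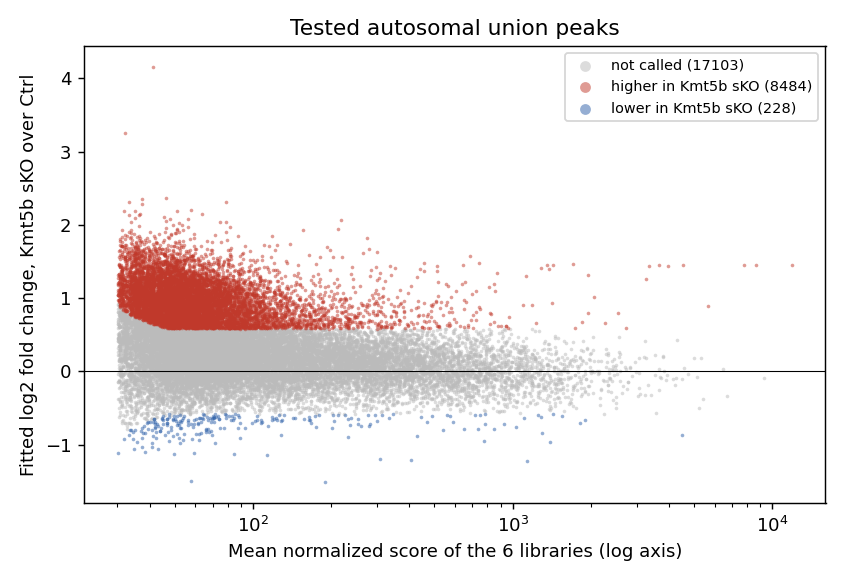
Each point is a tested autosomal union peak, with the mean normalized score of the 6 libraries on a log axis and the fitted log2 fold change of Kmt5b sKO over Ctrl on the vertical axis. The 8484 peaks called higher lie mostly at low scores, and the 228 peaks called lower are blue.

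The division between higher and lower calls depended on how the libraries were scaled. With each library scaled to the same total over union peaks, 5563 peaks were higher and 818 lower, so that 87.2% of calls were higher. Centring each library on its median peak gave 2647 higher and 3073 lower peaks, with 46.3% of calls higher. Quantile normalization gave 2071 higher and 1988 lower peaks, with 51.0% of calls higher. Relative to the median fold change of 0.35, 3641 peaks were higher and 1804 lower, with 66.9% of calls higher. The median fold change moved down by 0.20, 0.46 and 0.36 under the same-total, median and quantile scalings. It was −0.11 after centring and −0.012 after quantile normalization.

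**Figure D2:**
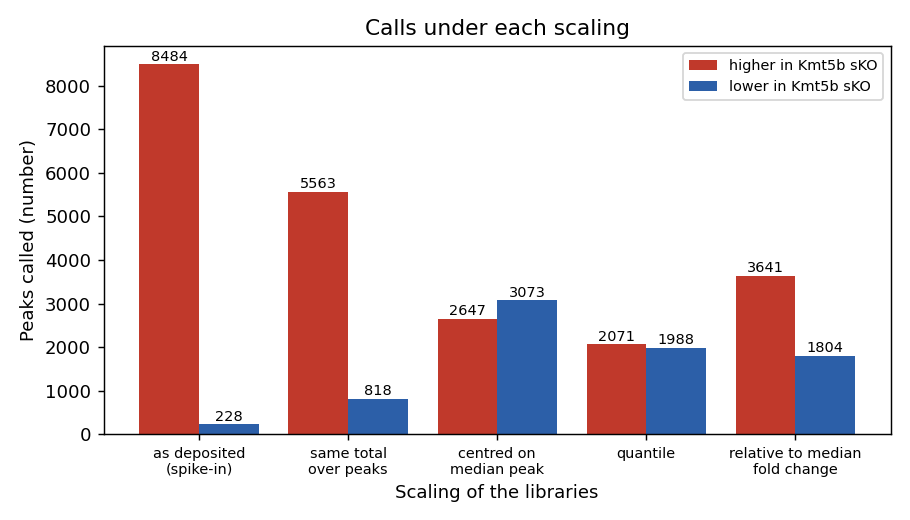
Bars give the number of peaks called higher (red) and lower (blue) in Kmt5b sKO under each scaling of the 6 libraries. Under the deposited spike-in scaling 8484 peaks were higher and 228 lower, and after centring on the median peak 2647 were higher and 3073 lower.

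Called peaks differed in length. Higher peaks had a median length of 1400 bp, lower peaks of 3000 bp and the remaining tested peaks of 3200 bp. Tested peaks were divided by length into 5 classes of about equal size. In the shortest class (200 to 1200 bp) 67.8% were called higher, and in the longest class (6000 to 145000 bp) 4.27% were. The median log2 fold change fell from 0.88 to 0.06 between these classes. Higher peaks also had more soft-masked sequence, with a median of 45.4% against 22.3% in peaks not called.

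**Figure D3:**
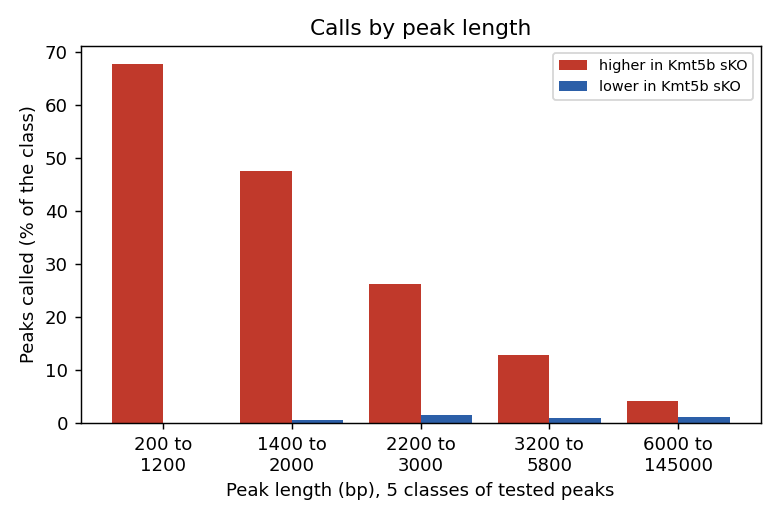
Bars give the percentage of tested peaks called higher (red) or lower (blue) in each of the 5 classes of peak length, in bp. The share called higher falls from 67.8% in the shortest class to 4.27% in the longest.

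The largest gains among separated peaks had low scores in Ctrl. A peak at chr9:22189600-22191399, in an intron of Zfp872 (ENSMUSG00000074472), rose from 3.33 ± 1.15 to 79.0 ± 35.5 (SD, n = 3 each), with a log2 fold change of 4.16 (SE 0.70, limma adjusted p = 2e-07). It was 78.8% soft-masked. A peak at chr3:98405600-98406799, in an intron of Zfp697 (ENSMUSG00000050064), rose from 9 ± 9.54 to 55.3 ± 20.6 (SD, n = 3 each), a log2 fold change of 3.26 (SE 0.71, limma adjusted p = 8e-05). Its score was 0 in Ctrl replicate 2, and the log2 fold change was 2.01 without that library and 4.17 without Ctrl replicate 1. An intergenic peak at chr5:14956000-14956599, 89.3% soft-masked, rose from 14.3 ± 1.53 to 78.3 ± 13.7. A peak at chr14:7429400-7429999, in an intron of ENSMUSG00000090585, rose from 11.7 ± 2.52 to 63.0 ± 8.72. A peak at chr3:73503200-73504199, in an intron of ENSMUSG00000103428, rose from 10.3 ± 1.53 to 56.3 ± 15.5 (SD, n = 3 each). The log2 fold changes of these last peaks lay between 2.31 and 2.36.

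The largest losses lay in gene bodies. A peak at chr8:77255000-77263599 in Arhgap10 (ENSMUSG00000037148), overlapping 2 exons, had scores of 281 ± 49.5 in Ctrl and 97.3 ± 17.2 in Kmt5b sKO (SD, n = 3 each), a log2 fold change of −1.52 (SE 0.17, limma adjusted p = 1.4e-15). In Fndc1 (ENSMUSG00000071984) 3 neighbouring peaks were among the 5 largest losses. The first, at chr17:7785800-7802399, had scores of 569 ± 154 and 241 ± 36.5, the second, at chr17:7802600-7813799, had 432 ± 124 and 185 ± 30.1, and the last, intronic peak, at chr17:7815000-7817999, had 84.3 ± 22.4 and 30.7 ± 15 (SD, n = 3 each). The log2 fold changes of the first and second were −1.21 and −1.20. A peak at chr2:76736400-76761599 in Ttn (ENSMUSG00000051747), with 84.2% of its length in exons, had scores of 1603 ± 405 in Ctrl and 676 ± 68.5 in Kmt5b sKO (SD, n = 3 each), a log2 fold change of −1.22 (SE 0.13, limma adjusted p = 4.6e-17).

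**Figure D4:**
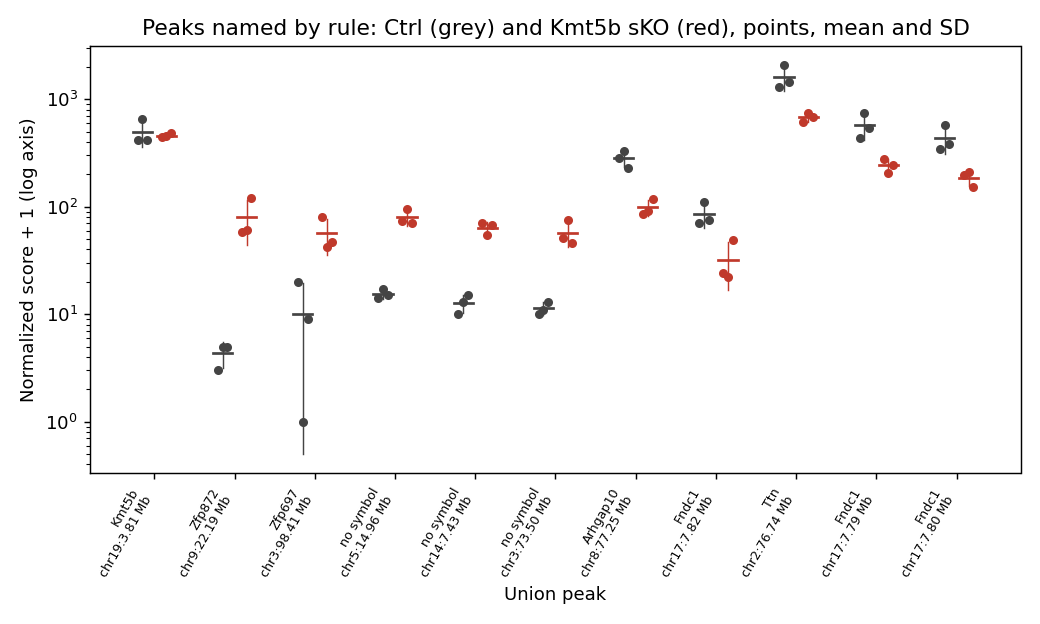
Points are the normalized scores plus 1 of single libraries on a log axis for the Kmt5b peak, the 5 largest gains and the 5 largest losses, with Ctrl in grey and Kmt5b sKO in red; lines give the mean and SD of 3 libraries. The Kmt5b peak overlaps between genotypes, and the other peaks are separated.

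Peaks with the most Ctrl score per kb were looked at separately. Of the tested peaks, 32 had a mean Ctrl score over 200 per kb, a class chosen after its values were seen. In that class 32 peaks were called higher and 0 lower, with a median log2 fold change of 1.40 and quartiles of 1.25 and 1.45, and a median of 58.6% soft-masked sequence. They held 1.62% of the score of tested peaks. The highest mean score was at chr14:19415200-19419799 in Gm21738 (ENSMUSG00000095280), which rose from 6394 ± 1259 to 17393 ± 1670 (SD, n = 3 each). The next was at chr9:3022000-3031199 in Gm10717 (ENSMUSG00000095891), which rose from 4648 ± 871 to 12597 ± 1186 (SD, n = 3 each). The log2 fold changes were 1.46 and 1.45. After centring on the median peak the median of the class was 0.94.

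To ask where gained peaks lay, they were compared with the tested peaks that were not gained. Gene bodies held 5055 of 8484 gained peaks (59.6%, Wilson 95% interval 58.5 to 60.6) and 90.8% of the other tested peaks, an odds ratio of 0.15. Intergenic regions held 3144 gained peaks (37.1%, Wilson 95% interval 36.0 to 38.1) and 5.27% of the others, an odds ratio of 10.6. Both Fisher p values were below the smallest number double precision holds. A location within 1 kb of a TSS held 2.11% of gained peaks and 0.78% of the others (odds ratio 2.73, Fisher's exact p = 1.9e-18, adjusted over 4 locations 1.9e-18). With the GENCODE annotation these were 4.40% and 3.75% (odds ratio 1.18, Fisher's exact p = 0.013). After centring on the median peak, which moved these shares most, 45.6% of gained peaks lay in gene bodies and 50.7% were intergenic. Of the 228 lost peaks, 213 lay in gene bodies (93.4%, Wilson 95% interval 89.4 to 96).

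Gained gene-body peaks fell in 3411 genes, 45.1% of the 7559 genes with a tested gene-body peak, and 3043 of these genes were protein-coding. In 2523 genes there was 1 gained peak. Lost gene-body peaks fell in 166 genes, and 51 genes had both gained and lost peaks. Centring on the median peak changed these counts most, to 1013 genes with gained and 1619 with lost peaks. Without Ctrl replicate 2 there were 63 genes with lost peaks.

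Genes with gained gene-body peaks were longer than genes with tested but no gained peaks, with medians of 57.0 and 28.2 kb, a ratio of 2.02 (permutation p = 1e-05, the smallest that 100000 resamples give). They also had more tested peaks, a median of 2 against 1. Among genes with exactly 1 tested peak the ratio was 1.88, and within strata of genes with as many tested peaks it was 1.44. Genes are not independent replicates.

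The study named 13 cancer genes from these libraries. They carried 120 tested peaks, of which 48 were called higher and 0 lower when adjusted over all tested peaks, and 48 higher and 0 lower when adjusted over the list alone. Because the study chose the list for gained peaks in these libraries, neither count, nor a called peak in each gene, is independent evidence. Higher peaks were 40% of the listed peaks and 32.8% of the other tested peaks (Fisher's exact p = 0.098). The other peaks included those between genes, while each listed peak carried a gene. Of tested peaks between genes 3144 were gained and 914 were not, against 5055 and 15738 in gene bodies. The comparison therefore does not tell whether the list was set apart from other peaks in genes. Each of the 13 genes had a peak called higher, with from 1 to 10 such peaks per gene. Centring on the median peak reduced the called peaks to 17.

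Of the peaks with the largest change in each listed gene, the 5 with the smallest adjusted p lay in gene bodies. In Rb1, an intronic peak at chr14:73252600-73255399 rose from 69.3 ± 3.21 to 139 ± 12.5 (SD, n = 3 each), a log2 fold change of 0.99 (SE 0.20, limma adjusted p = 2e-05), and it was not called after centring, where the log2 fold change was 0.54. In Foxo1, an intronic peak at chr3:52279800-52281399 rose from 38.3 ± 10.5 to 88.3 ± 10.1. In Robo1, an intronic peak at chr16:72518400-72520799 rose from 41 ± 5.20 to 93.7 ± 31.2. In Arid4b, an intronic peak at chr13:14173400-14174399 rose from 29.3 ± 8.50 to 69.3 ± 16.8. In Rasa1, a peak at chr13:85257600-85258599 that overlapped 1 exon rose from 26.7 ± 2.52 to 65.7 ± 5.51 (SD, n = 3 each). Their log2 fold changes were 1.21, 1.12, 1.22 and 1.27.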

Values the study reported

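In its main text the study reported 8345 R-loop peaks that emerged in Kmt5b sKO MuSCs and 204 that were lost. The legend of a supplementary figure of the study gives other counts, with fewer increased peaks. It placed 54% of the emerging peaks in the bodies of 2350 coding genes and 34% between genes. The study tested peaks with DESeq2 and located each by its centre. Promoters took priority, then the ends of genes, genes and the regions between them. The tests here used limma, and only the comparison with GENCODE located peaks in that order.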

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

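The tests on Y in this part were chosen after the values were seen, and the X test was set before its value was seen. Peaks on X and Y were outside the comparisons of the report, and their signal, averaged over the libraries of a genotype, was higher in Kmt5b sKO than in Ctrl.

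On the 29 Y peaks the mean score was 177 ± 49.8 (SD, n = 3) in Ctrl and 295 ± 8.62 (SD, n = 3) in Kmt5b sKO, a ratio of 1.669 (exact permutation p = 0.1, the smallest possible). Without Ctrl replicate 2 the ratio was 1.47, against 1.23 on the autosomes. The median Y score was 49, 3 and 25 in Ctrl replicates 1 to 3 and 54, 55 and 60 in the Kmt5b sKO libraries. A general loss of signal in Ctrl replicate 2 is excluded by its autosomal mean of 167.8, above the 139 and 138 of the other Ctrl libraries. A candidate explanation is a share of female cells among the Ctrl cells. Within Ctrl, the ratio of the mean X score to the mean autosomal score was 0.663, 0.8391 and 0.733 in replicates 1 to 3, highest where Y was lowest and lowest where Y was highest, as that explanation needs for the differences among Ctrl libraries. With 3 libraries this order has no test. The Kmt5b sKO libraries do not follow the same order, since their X to autosome ratios of 0.782, 0.771 and 0.776 lay above those of Ctrl replicates 1 and 3 while their Y scores were higher. The mean ratio was 0.745 in Ctrl and 0.776 in Kmt5b sKO, where female cells in Ctrl as the cause of the higher Y signal in Kmt5b sKO would need it to be higher in Ctrl. The difference was smaller than the spread among Ctrl libraries, so it does not settle the comparison between genotypes. The study used animals of both sexes, but the labels used here do not say which libraries came from which sex, so the sex of the animals and the genotype both stay open for the higher Y signal.

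On the 399 X peaks the mean score was 111 ± 25.9 (SD, n = 3) in Ctrl and 132 ± 2.27 (SD, n = 3) in Kmt5b sKO, a ratio of 1.187 (exact permutation p = 0.4). Ctrl replicate 2, at 141, lay above the Kmt5b sKO libraries, at 130, 135 and 132. The median X score was 55.0 ± 14.2 (SD, n = 3) in Ctrl and 73.3 ± 1.53 (SD, n = 3) in Kmt5b sKO. Its ratio was 1.33, with complete separation of the libraries. The X to autosome ratio differed between genotypes by 0.0314, less than its SD of 0.089 among Ctrl libraries, so the X signal may follow the same shift as the autosomes. Without Ctrl replicate 2 the ratio of mean scores between genotypes was 1.37 on X and 1.23 on the autosomes. The biological effect of the genotype on X was not tested apart from that shift.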

How the results depend on the processing

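The number of higher peaks fell to 1163 with a mean score over 100, 5563 with the same total per library, 2647 after centring on the median peak, 2071 after quantile normalization, 3641 relative to the median fold change, 5454 with the variance of each peak alone and 3657 at a fold change over 2. Under the same settings the lower peaks numbered 80, 818, 3073, 1988, 1804, 75 and 15, and without a fold change minimum 813. The stricter level filter left fewer peaks to test, and the scalings remove a shift shared by most peaks by construction. For the variance of each peak alone the cause was not tested.

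Across the 6 fits that each left out one library, higher peaks ranged from 7262 to 9140 and lower peaks from 81 to 325. Genes with lost gene-body peaks ranged from 63 to 219. Both low ends of the lost counts came from leaving out Ctrl replicate 2. The cause was not tested.

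The ratio of mean signal was 0.999 (reversed from 1.15) with the same total per library, which fixes it near 1 by construction. Across the other alternatives it stayed above 1, from 1.00 with length weights to 1.44 per kb. The median log2 fold change was reversed after centring on the median peak (−0.11) and after quantile normalization (−0.012), which remove a shared shift by construction and were added for it after seeing the data. Under its other alternatives it ranged from 0.15 with the same total per library to 0.43 without Ctrl replicate 2.

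Counted in base pairs, 68.0% of gained sequence lay in gene bodies and 27.9% between genes. With GENCODE the shares of peaks were 54.4% and 33.4%, and the odds ratio within 1 kb of a TSS was 1.18 in place of 2.73. Centring on the median peak gave 1013 genes with gained and 1619 with lost gene-body peaks, and 17 called peaks in the cancer gene list, by the same removal of the shared shift. The gene length ratio stayed between 1.44 and 2.03, on the same side of its threshold.

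Among the peaks named by rule, the fold change of the Kmt5b peak was reversed without Ctrl replicate 2, and ranged from −0.20 to 0.14 across the fits that each left out one library, and was −0.54 after centring. The Rb1 peak lost its call after centring. Another 137 values kept their direction and side of the threshold. For 3 of the 16 named peaks, all gains, 5 fits without a Kmt5b sKO library gave no value, because the mean score fell under the level filter.

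The replicate numbers did not pair the samples. The correlations of the deviations of same-numbered libraries were −0.0094, 0.0108 and −0.0272. With a replicate block 8452 peaks were higher and 223 lower, and the block moved no count by over 1.5 times. A count model, the ratio to input and the S9.6 over input enrichment were not run. The smallest p of 0.1 for 3 libraries against 3 limits each comparison of single values.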

Other observations

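In this part the tests of pseudocount, GC content, repeat content, Ctrl replicate 2, the location of peaks and the fold change against the Ctrl score per kb were set before their values were seen; the other tests were chosen after the result was seen.

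In 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, there were as many higher peaks, as many lower peaks, as many genes with gained and with lost gene-body peaks and as many called peaks in the cancer gene list. The other 9 splits gave 0 calls, also after centring, with 164 to 1117 peaks at an unadjusted p under 0.05 against 11889 in the real split. Each of these 9 splits mixed the genotypes within a group, which adds the genotype difference to the spread. Their 0 calls therefore do not give a rate of false calls. With 10 splits the share cannot fall under 0.1, so chance is not excluded.

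The excess of higher over lower peaks could come from one scaling factor per library. After centring on the median peak, 46.28% of 5720 calls were higher. The scaling cannot be told apart from a shift of most peaks, because the spike-in read numbers were not used here and centring fixes the outcome.

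One scaling factor cannot produce the fall of the fold change with peak length. Spearman's rho was −0.5704 across tested peaks, and the largest value for one library against the other libraries of its genotype was 0.27, in Ctrl replicate 2. An even background in the Kmt5b sKO libraries is also excluded as the whole cause, unless peak calling selected the short peaks. The median difference in score per kb was 27.8 in the shortest of 5 length classes and 1.262 in the longest. Ctrl scores per kb in these classes were 31.4 and 34.3. The relation held with pseudocount 10 (−0.5397) and without Ctrl replicate 2 (−0.5566), so neither of these was its whole cause. Over 5 classes of GC content it ran from −0.633 to −0.2595. In the class of 5 with the least soft-masked sequence it was −0.185, weaker than over all peaks. The weakest GC class and the least soft-masked class did not exceed in size the 0.27 of a single library over tested peaks. Repeat content is therefore not excluded as the whole cause, nor is GC content in its weakest class. Peak calling in either genotype stays open. If short peaks were called mainly in Kmt5b sKO libraries, their fold changes would be positive by selection; 67.81% of the shortest class were called higher, but the peak lists of each genotype were not analysed here. An effect of the genotype on short, weak R-loops is untested beside it.

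The 32 peaks with a Ctrl score over 200 per kb rose together, by a median log2 fold change of 1.40, in repeat-rich sequence. Such sequence can collect reads from copies that the assembly lacks, and may report DNA that the antibody did not enrich. The rise did not come from Ctrl replicate 2 alone, since without it the median was 1.507. A candidate explanation is more background in the Kmt5b sKO libraries, which would set a ceiling on gains near that rise. Of the 8452 other gained peaks, 0% lay above the ceiling by more than their error at an adjusted p under 0.1, and 38 did so at an unadjusted p under 0.05. The fitted log2 fold change of 696 of them was over 1.40, up to 4.16 with a standard error of 0.70 in Zfp872. The test decides nothing, because a peak with the median standard error of 0.27 would have needed a log2 fold change of 2.54. If enrichment were also lower in Kmt5b sKO, peaks with more Ctrl score per kb should gain less at a given length. With the score per kb from Ctrl replicate 1 and the fold change fitted without it, Spearman's rho lay between −0.08 and 0.09196 over 5 classes of peak length, which decides nothing. An even background with one lower enrichment factor would give like differences at like Ctrl scores per kb. The median differences were 27.8 per kb in the shortest and 1.262 in the longest length class, at Ctrl scores of 31.4 and 34.3. They argue against that form as the cause of the fall with peak length, unless peak calling selected the short peaks. A background that differs between peaks, with less enrichment, cannot be told apart from a gain of R-loops in the mutant. The input libraries, which would show the copy number and the background, were not used here. A gain at repeats in the mutant is untested.

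Gained peaks lay between genes more often than other tested peaks in each of the 5 classes of peak length, with a lowest odds ratio of 3.037, and in the class with the least soft-masked sequence, with an odds ratio of 5.131. Peak length and repeats were therefore not the whole cause. Selection of peaks in peak calling and the genotype may both contribute and were not separated.

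Of the Ttn peaks, 10 of 20 were called lower, and of the Mybpc1 peaks 4 of 9, a feature chosen after its values were seen. A candidate explanation is a smaller number of differentiated muscle cells in the Kmt5b sKO samples. Of 28 other contractile genes, 18 had tested peaks, and 0 of their 70 peaks were called lower and 6 higher. Their median log2 fold change relative to peaks of like length was −0.1928, at percentile 0.08 of 10000 random lists matched on length. Matched also on repeats and gene body, it was −0.11, at percentile 1.58 of 10000 lists. The direction depends on the reference, since the median without matching was 0.05. The Neb peak with the highest score had 1906 in Ctrl and 1714 in Kmt5b sKO, while the median of Ttn peaks fell by 0.57 on the log2 scale. Of the 18 genes, 8 had a median log2 fold change below 0. These values go both ways, so the explanation cannot be told apart from a change at Ttn and Mybpc1 alone. How many of the listed genes MuSCs express was not analysed here.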
